A study of Danio rerio with 2 samples.

How the data were processed

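The series holds 2 single-cell RNA libraries from adult zebrafish brain, made from fluorescent cells sorted out of papain-dissociated tissue. One library came from fish with 1 Gal4 knock-in allele at gpr85 (control) and the other from fish with 2 such alleles (knockout). Groups were taken from the genotype given in the labels, and each genotype had 1 library. Per the labels' protocols, dead cells were excluded with a viability dye, 50000 cells were sorted per condition for an expected density of 294 cells per microlitre, and droplet libraries were prepared from the 3 prime ends of transcripts.

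The deposited values are whole-number counts of unique molecular identifiers (UMIs) per gene and barcode, per the file headers written by Cell Ranger 7.1.0. All barcodes were deposited, without a cell filter. The file headers and the labels name no genome build, annotation or filter of the authors. The matrices list 25435 features, of which 25432 have Ensembl gene identifiers and 3 are added sequences named H2B-mGL, mCherry-NTR and mTagBFP2. Those names are given without sequences. The labels describe the sort as one for eGFP, and which transgene the H2B-mGL counts come from was not settled here.

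The same filter was applied to both libraries. A barcode was taken as a cell with at least 1000 UMIs, at least 500 genes and at most 15% of UMIs from mitochondrial genes. Doublets were scored in each library with Scrublet as run in scanpy 1.11.5. Its automatic threshold marked 0 cells of the control library and 2 of the knockout library. Under the fallback fixed for that case, the top-scoring 0.8% per 1000 cells were removed instead, which took out 134 control and 84 knockout cells. The number of doublets that remained is unknown.

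Cells of both libraries were clustered together. Counts were scaled per cell and log-transformed, 2000 variable genes were taken among genes seen in at least 10 cells, and 30 principal components were computed. Exact search gave the 15 nearest neighbours of each cell, and the graph weighted by shared neighbours was divided by the Leiden algorithm (python-igraph 0.11.9) at resolution 1. Genes gpr85, the added sequences and mitochondrial genes were left out of the clustering. No correction for library was applied. Clusters whose profiles correlated on average at 0.9 or more were merged. A merged group was called by a cell class name with "-like" when at least 5 markers of that class were at least 2-fold above the mean of the other groups and seen in at least 10% of its cells, when a second class had under 60% as many, and when the 10 leading genes held no more markers of another class. A cluster whose own 10 leading genes held more markers of another class was set apart. The markers, of 26 classes, were fixed before the data were examined, as were the cell filter, the comparisons, the gene lists, the alternatives and the rule for naming genes. The naming thresholds and the merging threshold were set after the clusters had been seen. All class names are therefore rebuilt and are not those of the authors.

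UMIs were summed per library over all kept cells or within a class and expressed in CPM, the usual scaling of a sum by all UMIs of the population. Ratios are log2 of knockout over control, with 0.5 counts added to each sum for gene-wide tables. Classes with at least 100 cells in each library were compared gene by gene over genes with at least 100 UMIs in the class. Over all kept cells, genes with at least 200 UMIs were used, and each library's CPM was averaged over the 8 classes with at least 20 cells in each library, weighted by the pooled UMI share of the class (standardised ratio). With 1 library per genotype no test between genotypes was made. Sums carry exact Poisson intervals, shares exact Clopper-Pearson intervals, ratios of sums exact conditional binomial intervals and ratios of shares Katz intervals, all at 95%. Each of these intervals covers counting error only and leaves out differences between animals, sorts and library preparations. Intervals of UMI sums and their ratios treat UMIs as independent, so they also leave out differences between cells. They are too narrow where few cells hold most UMIs of a gene. A gene at 0 in a library was compared against a floor of 3 counts. For shares of cells with a UMI, each cell was also thinned to 1000 UMIs; no kept cell was shallower than that. Free RNA was profiled from barcodes with under 100 UMIs. Its share in cells was estimated from markers of glia, microglia, GABAergic neurons and habenula neurons in granule-like cells, at 7.48% of UMIs in the control and 6.67% in the knockout library. All UMIs of these markers were counted as free RNA, so these shares are upper limits. In the control mCherry-NTR stood at 64.2 CPM in those barcodes and 1.73 CPM in granule-like cells, which points to a lower share. In the knockout library the values were 11.7 and 0.545 CPM, the latter from 4 UMIs.

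Of 15 fixed gene lists, 12 had at least 5 members with 100 UMIs in neurons, here all cells outside cluster 15. They were the immediate early genes, the heat shock response, the unfolded protein response, p53 and apoptosis, mitochondrially encoded genes, nuclear oxidative phosphorylation, synaptic vesicle release, postsynaptic scaffold and neuroligin-neurexin genes, glutamate receptors, neurogenesis and immature neuron genes, signals to microglia and cytosolic ribosomal proteins. Each median log2 ratio was placed among 10000 random lists of the same size drawn from the same of 20 expression bins, as a description of these libraries.

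Genes were named by a fixed rule of size: gpr85, its relatives gpr27 and gpr173 and the added sequences; over all kept cells the 5 highest and 5 lowest standardised ratios among genes whose ratio had the same sign in every class of at least 100 cells per library in which they had at least 20 UMIs; within each such class the 2 highest and 2 lowest ratios; and for a gene list with a median outside the middle 95% of random lists, the 2 members with the most UMIs. Gene neighbourhoods were taken by symbol from a RefSeq gene table of assembly GRCz12tu, of which no coordinates are given.

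Alternatives covered the UMI, gene and mitochondrial limits of a cell, doublets, resolution, variable genes, thinning, scaling, the counts added, gene filters, free RNA, and plain against standardised sums. In alternative clusterings each cluster took the class that most of its cells had in the original one. One alternative, clustering without the immediate early genes, was chosen after seeing the data. The ratio and interval computations were tested on simulated counts for 10868 genes over all kept cells. Each simulated library was drawn from a single profile with counting error only. Of 189 changed genes 100% had the right sign, and 95.8% of their intervals covered the simulated ratio. Coverage near 95% was built into that setting. It checks the computation and does not show coverage where cells or animals differ. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.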

Results

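Single-cell transcriptomes were collected from sorted brain cells of adult zebrafish to ask how constitutive loss of gpr85 alters gene expression in the cells that use the gpr85 locus. Gpr85 is an orphan G-protein-coupled receptor of the SREB family, whose other members are gpr27 and gpr173. Both groups carried a Gal4 knock-in at gpr85, on 1 allele in the control and on 2 in the knockout, and each group had 1 library. The control library held 19368218 UMIs over 472097 barcodes and the knockout library 17646062 UMIs over 548768 barcodes. There were no replicates, so every comparison below is between 2 libraries and not between genotypes.

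The first comparison was of cells recovered and their depth. Of the control barcodes, 4094 passed the UMI and gene minimums, 4091 also passed the mitochondrial limit and 3957 were kept after doublet removal. The corresponding numbers for the knockout library were 3235, 3231 and 3147. Kept cells held 66.3% of all UMIs in the control and 61.1% in the knockout library. The median kept cell had 2546 UMIs and 1511 genes in the control, against 2836 UMIs and 1589 genes in the knockout library. Barcodes with under 100 UMIs held 24.4% and 29.0% of all UMIs. A limit of 2000 UMIs and 1000 genes moved these counts most, to 2907 and 2495 cells.

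**Figure D1:**
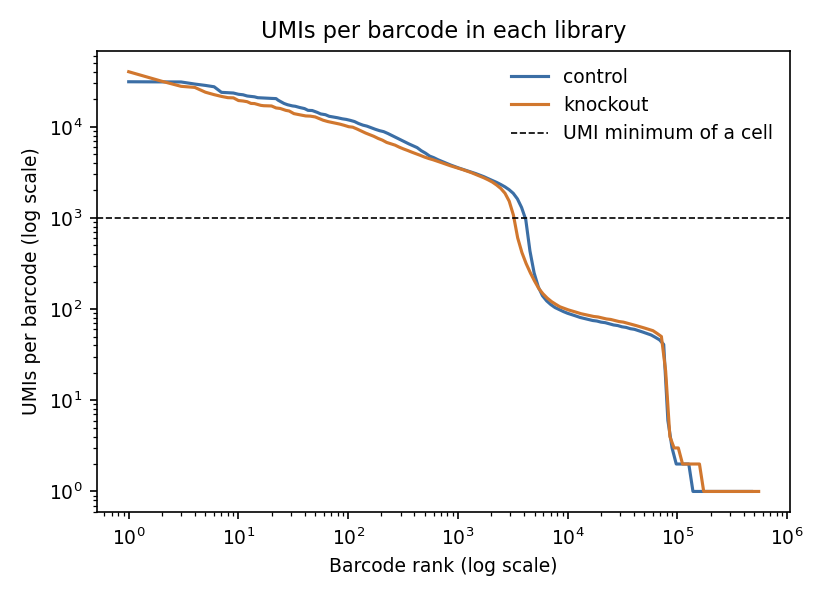
UMIs per barcode (log scale) against barcode rank (log scale) in the control and knockout libraries, with the minimum of 1000 UMIs for a cell as a dashed line. Both curves drop steeply across the minimum, which 4094 control and 3235 knockout barcodes passed together with the gene minimum.

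The targeted gene was examined first, as a check of the labels. Over all kept cells, gpr85 (ENSDARG00000068701) had 1874 UMIs in the control, 146 CPM (95% interval 139 to 153), and 1158 UMIs in the knockout library, 107 CPM (101 to 114). The log2 ratio was -0.44 (-0.55 to -0.34). The lower level in the library labelled knockout went with its label, but gpr85 transcripts were still counted there. A minimum of 2000 UMIs per cell moved this ratio most, to -0.36. At least 1 gpr85 UMI was seen in 30.9% (29.4 to 32.3) of control and 24.9% (23.4 to 26.4) of knockout cells. After thinning to 1000 UMIs the shares were 13.3% (12.3 to 14.4) and 9.76% (8.74 to 10.8). Cluster 15, which carried microglial and glial markers, served as background. There the unthinned shares were 10.8% of 37 control cells and 9.09% of 44 knockout cells, at median depths of 3252 and 5471.5 UMIs. Thinned, they were 8.11% (1.70 to 21.9) and 4.55% (0.555 to 15.5), intervals that include the thinned shares over all cells. By CPM the classes were separable, with 22.9 CPM (9.87 to 45.0) in cluster 15 and 108.6 CPM (101 to 116) in granule-like cells of the knockout library. Barcodes with under 100 UMIs held gpr85 at 102 CPM in the control and 86.3 CPM in the knockout library.

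The gpr85 ratio was not the same in all classes. In granule-like cells it was -0.56 (-0.70 to -0.43), from 1018 and 797 UMIs. In clusters 6 and 14 it was 0.11 (-0.27 to 0.48), from 215 and 84 UMIs, and no difference was detectable there at this depth. The same held in GABAergic neuron-like cells, at 0.08 (-0.34 to 0.48). The relative gpr27 had 803 and 718 UMIs, a log2 ratio of 0.09 (-0.06 to 0.24). For gpr173 only 17 and 7 UMIs were counted, a ratio of -1.03 (-2.54 to 0.31). Neither relative differed beyond counting error.

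H2B-mGL, an added sequence whose name denotes a histone-fused fluorescent protein, was among the most abundant features. It had 154882 UMIs in the control, 1.21% of all UMIs in kept cells, and 274114 in the knockout library, 2.54%. The level was 2.11-fold higher in the knockout library (2.09 to 2.12), a log2 ratio of 1.07. It was seen in 90.5% of control and 97.3% of knockout cells, and after thinning in 83.9% (82.7 to 85.0) and 94.4% (93.5 to 95.2). In cluster 15 it was seen after thinning in 13 of 37 control cells (20.2 to 52.5%) and 11 of 44 knockout cells (13.2 to 40.3%). All 9 neuron classes had a higher level in the knockout library, from 1.79-fold to 4.32-fold. In cluster 15 the log2 ratio was -0.20 (-0.42 to 0.02). The sequence mCherry-NTR had 1345 and 593 UMIs, a log2 ratio of -0.93 (-1.07 to -0.79). Thinning to 1000 UMIs gave -2.23. It was seen in 6.95% (6.18 to 7.79) of control and 2.07% (1.60 to 2.63) of knockout cells, against 0.425% and 0.0794% of granule-like cells. mTagBFP2 was not detected in 3957 and 3147 cells, which allows shares of up to 0.0932% and 0.117%.

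**Figure D2:**
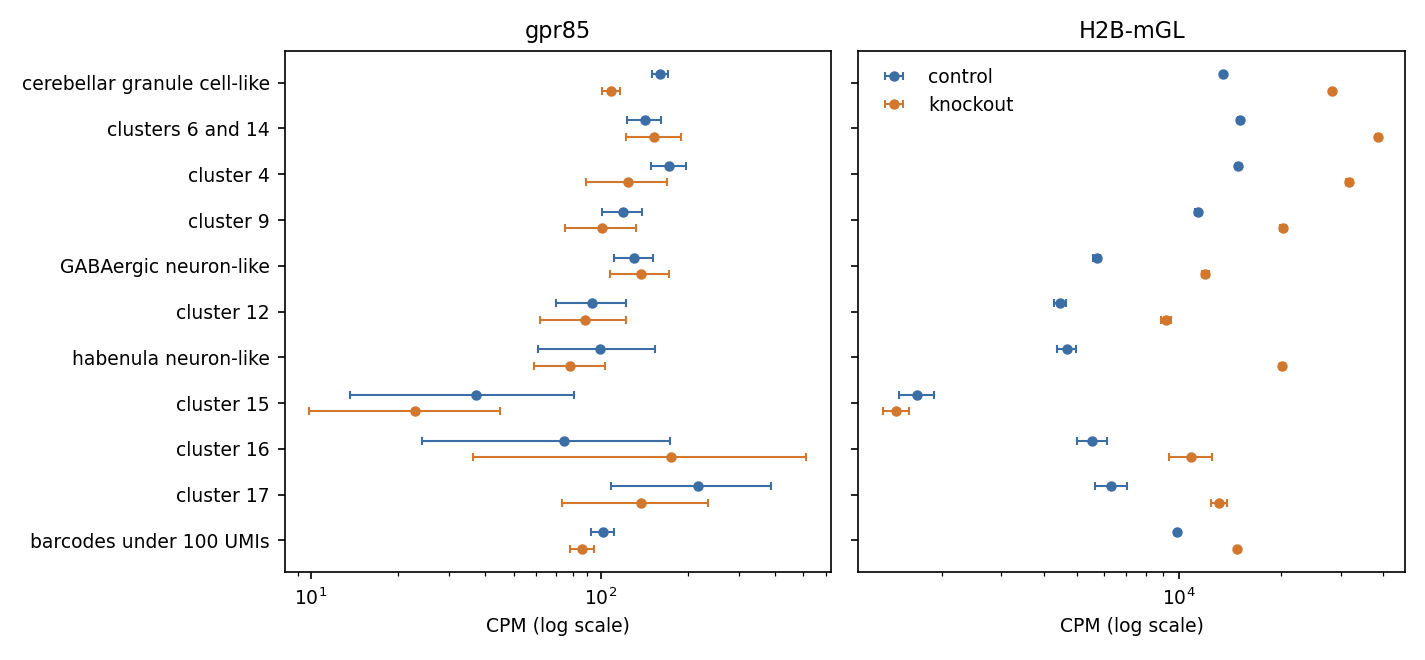
CPM (log scale) of gpr85 and H2B-mGL in each class or cluster and in barcodes under 100 UMIs, 1 point per library, with exact Poisson intervals as bars. H2B-mGL lies higher in the knockout library in each of the 9 neuron classes but not in cluster 15, while gpr85 intervals separate in granule-like cells and overlap in clusters 6 and 14.

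Joint clustering gave 17 clusters. Clusters 1, 2, 3, 4, 5, 7, 8 and 10 merged and met the criteria of cerebellar granule cells through cbln12, gabra6b, zic1, fat2, vamp1 and barhl1a. Cluster 4 was set apart, since its leading genes held sox11a and sox11b, markers of immature neurons. Cluster 3, within the granule-like class, was led by immediate early genes such as egr4, npas4a and egr1, and its size is not compared. Cluster 7 was led by the heat shock gene hspa8b. Cluster 10 held 35 control and 216 knockout cells and, being mostly of 1 library, is not taken as a cell type of its own. Cluster 11 met the criteria of GABAergic neurons and cluster 13 those of habenula neurons. The others kept their numbers. Clusters 6 and 14 (with gsg1l and lmx1al among their leading genes), 12 (led by uts1) and 16 (led by mybpc1) carried 4 granule cell markers, short of the threshold of 5. Cluster 12 also carried 3 Purkinje cell markers, and cluster 9 (led by galn) carried 3 markers of glutamatergic neurons and 2 of granule cells. Cluster 15 carried 20 microglial and 13 radial glial markers, and cluster 17 carried 8 markers of immature neurons and 6 of granule cells.

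The second comparison was of class composition. Granule-like cells made up 59.5% (57.9 to 61.0) of control cells, 2354 cells, and 80.0% (78.6 to 81.4) of knockout cells, 2519 cells, a log2 ratio of shares of 0.43 (0.38 to 0.47). Clusters 3 and 10 aside, the parts of the granule-like class moved differently. The log2 ratio of shares was -0.92 in cluster 5 and -0.22 in cluster 2. It was 1.53 in cluster 8, 0.64 in cluster 7 and 0.06 (-0.09 to 0.22) in cluster 1. Gene ratios within the class may therefore also reflect its mix of clusters. Cluster 4 held 13.3% (12.3 to 14.4) and 4.13% (3.46 to 4.89). Its leading genes were lower in the knockout library by a median log2 ratio of -0.50, so its size is not compared on its own. Together with cluster 4, the granule-like share was 72.8% (71.4 to 74.2) and 84.2% (82.9 to 85.4), a log2 ratio of 0.21 (0.17 to 0.24). Clusters 6 and 14 made up 13.5% (12.5 to 14.6) and 4.93% (4.20 to 5.74), a log2 ratio of -1.46 (-1.71 to -1.21). Their 10 leading genes differed between the libraries by -0.53 to 0.43. Some differed beyond counting error in either direction, as gsg1l at -0.47 (-0.57 to -0.38) and lmx1al at 0.43 (0.31 to 0.54). No limit on such differences had been fixed, so this share is given with that caution. Cluster 9, whose leading genes differed by -0.76 to 0.70, held 5.33% (4.65 to 6.08) and 2.64% (2.11 to 3.26), and cluster 12 held 1.90% (1.49 to 2.37) and 1.46% (1.07 to 1.94). When clusters 6, 9, 12, 14 and 16, which carried 2 to 4 granule cell markers, were counted with the granule-like class and cluster 4, the shares were 94.2% (93.4 to 94.9) and 93.4% (92.5 to 94.2), with no difference beyond counting error. This grouping was chosen after the shares were seen. A minimum of 500 UMIs per cell moved the granule-like ratio most, to 0.20, and cluster 4 was not separate there.

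GABAergic neuron-like cells held 4.04% (3.45 to 4.70) and 2.00% (1.54 to 2.55), and habenula neuron-like cells 0.607% (0.389 to 0.901) and 2.80% (2.25 to 3.43), from 24 and 88 cells. The markers that named these classes differed between the libraries, with log2 ratios from -4.82 to 0.52 and from -0.82 to 1.29, so these sizes are not compared either. They were set aside for that range, since the medians of the markers were near 0, at 0.002 and -0.01. The shares of cluster 15 were 0.935% (0.659 to 1.29) and 1.40% (1.02 to 1.87), those of cluster 16 were 0.632% (0.409 to 0.931) and 0.191% (0.0700 to 0.415), and those of cluster 17 were 0.202% (0.0873 to 0.398) and 0.413% (0.220 to 0.705). The leading genes of these 3 clusters also differed, and their sizes are not compared.

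**Figure D3:**
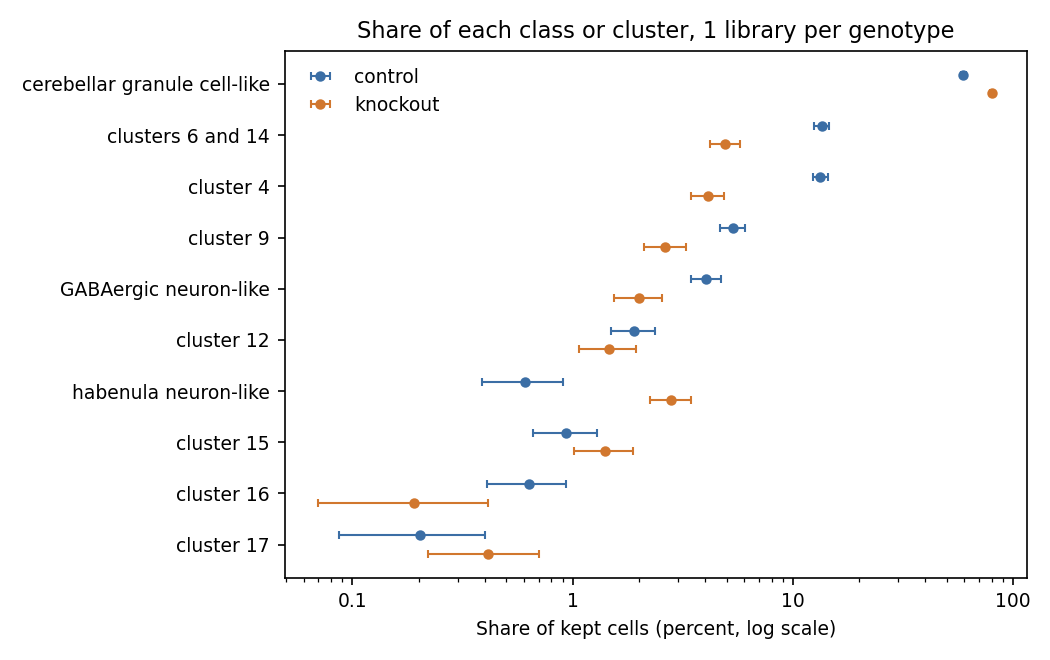
Share of kept cells (percent, log scale) in each class or cluster, 1 point per library, with exact Clopper-Pearson intervals as bars. Granule-like cells held 59.5% of control and 80.0% of knockout cells, and clusters 6 and 14 held 13.5% and 4.93%.

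The third comparison was of gene expression within classes, for the 3 populations with at least 100 cells in each library. In granule-like cells 10609 genes were compared. Their log2 ratios had a median of -0.04 and 95% of them lay between -0.83 and 0.79, against -0.32 and 0.33 from counting error alone. The middle 95% spanned 1.62 in granule-like cells, 1.57 in cluster 4 over 3358 genes and 1.60 in clusters 6 and 14 over 4145 genes. Counting error alone gave 0.66, 1.01 and 0.93. Ratios were within 2-fold for 97.2%, 97.8% and 97.3% of genes. A limit of 20 UMIs per gene moved the spans most, to 2.42, 2.62 and 2.49.

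In granule-like cells the highest ratios were those of si:dkey-71b5.3 (ENSDARG00000095522) and aldh1l1 (ENSDARG00000077004). si:dkey-71b5.3 had 0 UMIs in the control and 384 in the knockout library, 52.3 CPM (47.2 to 57.8), which was at least 111-fold higher against the floor of 3 counts. Its exact counting interval reached lower, to a log2 ratio of 6.49, and in the same way the limit was weaker than the floor's fold for each gene below that was at 0. aldh1l1 had 1 and 150 UMIs, a log2 ratio of 6.44 with a counting interval from 4.52 to 12.33. The lowest were zgc:194659 (ENSDARG00000079347) and CR392335.1 (ENSDARG00000115616). zgc:194659 had 354 and 0 UMIs and was at least 136-fold lower in the knockout library (limit -6.79). CR392335.1 had 512 and 5 UMIs, a log2 ratio of -6.75 (-8.52 to -5.66). With free RNA subtracted its ratio became -10.09, outside that interval. In clusters 6 and 14 the highest were oaz2b (ENSDARG00000059815), at 33.0 CPM (24.5 to 43.5) and 299 CPM (255 to 349), and frmpd3 (ENSDARG00000074865), at 35.0 CPM (26.2 to 45.7) and 153 CPM (122 to 190). The lowest were zgc:194659, with 121 and 0 UMIs and at least 14.6-fold lower (limit -3.55), and si:ch211-281l24.3 (ENSDARG00000068637), with 161 and 1 UMIs, a log2 ratio of -5.28 (-11.18 to -3.36). In cluster 4 oaz2b was again highest, at 2.17 (1.77 to 2.57), followed by zbtb16a (ENSDARG00000007184), at 73.0 CPM (58.7 to 89.7) and 231 CPM (182 to 289). The lowest there were si:ch211-281l24.3, with 188 and 0 UMIs and at least 16.8-fold lower (limit -3.75), and CR392335.1, with 124 and 1 UMIs, at -4.47 (-10.37 to -2.55).

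**Figure D4:**
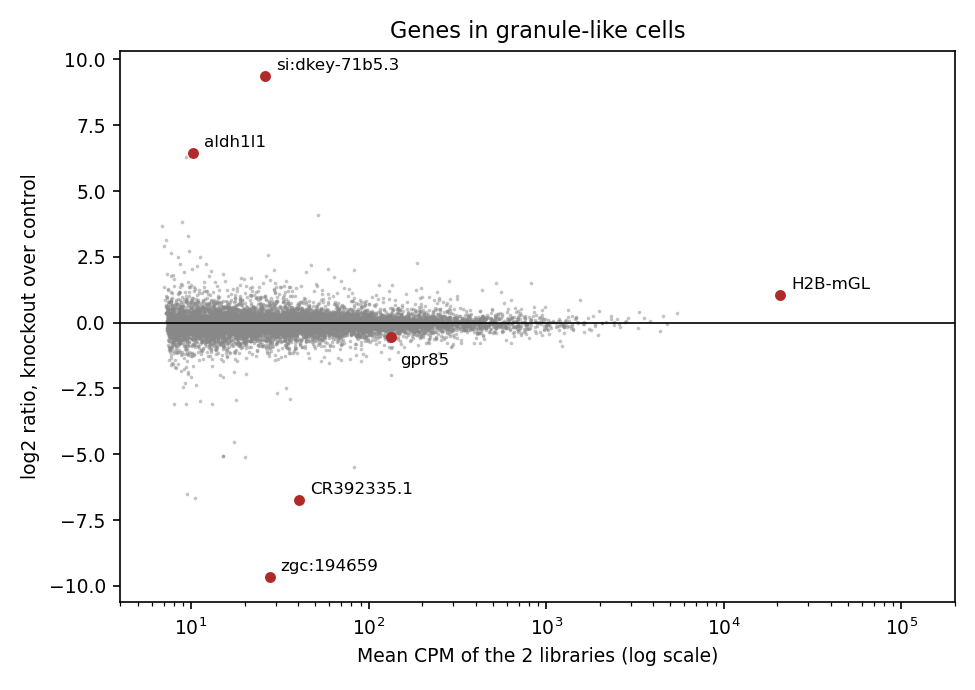
log2 ratio of knockout over control against mean CPM of both libraries (log scale) for the 10609 genes with at least 100 UMIs in granule-like cells, 1 point per gene, with gpr85, H2B-mGL and the genes of highest and lowest ratio in red. Of these genes 97.2% lie within 2-fold, and si:dkey-71b5.3 and zgc:194659, each at 0 UMIs in one library, lie at the extremes, where the plotted ratio depends on the 0.5 counts added.

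Over all kept cells 10890 genes were compared, and the standardised log2 ratio had a median of -0.02, with 95% of genes between -0.71 and 0.62. The plain sum, which includes class composition, widened the span from 1.33 to 1.59, and the limit of 50 UMIs per gene moved it most, to 1.96. The 5 highest standardised ratios with 1 sign in all classes were those of si:dkey-71b5.3, aldh1l1, cart2, si:dkey-183j2.10 and si:ch211-212d10.1. The first had 1 and 517 UMIs, a plain log2 ratio of 8.68 with a counting interval from 6.78 to 14.57. aldh1l1 had 4 and 210 UMIs, cart2 (ENSDARG00000045832) 94 and 594, si:dkey-183j2.10 (ENSDARG00000070511) 31 and 523, and si:ch211-212d10.1 (ENSDARG00000014623) 22 and 296. Their standardised ratios were 5.97, 3.88, 3.78 and 3.42. For cart2 the plain ratio was 2.90 (2.59 to 3.24), so its size depended on the weighting of classes. The ratio of si:dkey-183j2.10 became 6.26 with free RNA subtracted and 4.45 with at least 2000 UMIs per cell. The free RNA estimate was close to its whole control count, so the value of 6.26 rests on few counts. The 5 lowest were zgc:194659, with 578 and 0 UMIs and at least 162-fold lower in the knockout library by plain sums (limit -7.04), si:dkey-4i23.5 (ENSDARG00000092137), with 232 and 1 UMIs and a plain ratio of -7.03 (-12.92 to -5.11), vwa7 (ENSDARG00000061462), with 207 and 5, kcnj13 (ENSDARG00000043443), with 205 and 7, and si:ch211-281l24.3, with 1737 and 64. The standardised ratios of the last 3 were -5.46, -4.89 and -4.77. In barcodes under 100 UMIs si:dkey-71b5.3 had 0 and 203 UMIs and zgc:194659 had 120 and 0, so for these genes the contrast was also present outside called cells. It was largely absent there for cart2, with 142 and 137 UMIs, and for si:dkey-183j2.10, with 148 and 197.

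Fixed gene lists were compared in neurons pooled, without standardising for class makeup. The median log2 ratio of 26 immediate early genes was 0.14, at percentile 99.9 of matched random lists, and 15 of the 26 were higher in the knockout library. Its 2 members with the most UMIs were egr4 (ENSDARG00000077799), at 914 CPM (898 to 931) and 1818 CPM (1792 to 1844), and egr1 (ENSDARG00000037421), at 349 CPM (338 to 359) and 726 CPM (709 to 742). This list went apart between classes, with a median of 0.70 in granule-like cells, -0.12 over 17 members in cluster 4 and -0.98 over 13 members in clusters 6 and 14. Counting all kept cells in place of neurons moved its median most, to 0.32.

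The 13 mitochondrially encoded genes had a median of 0.16 (percentile 99.4), with mt-co2 (ENSDARG00000063908) at 0.11 (0.09 to 0.14) and mt-co3 (ENSDARG00000063912) at 0.05 (0.02 to 0.07). In neurons mt-co2 had 34100 control and 30365 knockout UMIs, against 73175 and 79559 in barcodes under 100 UMIs. Free RNA was not subtracted for the lists, so its part in this median was not tested. For 46 nuclear oxidative phosphorylation genes the median was 0.12, above 100% of random lists to the precision of 10000 draws, with cox7c (ENSDARG00000104537) at 0.06 (0.01 to 0.11) and cox4i1 (ENSDARG00000032970) at 0.32 (0.27 to 0.37). The median of 25 glutamate receptor genes was -0.16 (percentile 0.73). Of its most counted members grm8a (ENSDARG00000077654) was higher, at 0.19 (0.15 to 0.24), and gria4a (ENSDARG00000037496) lower, at -0.12 (-0.17 to -0.08). The median of 19 neurogenesis and immature neuron genes was -0.22 (percentile 0.16), and 16 of them were lower in the knockout library. Its 2 most counted members were neurod1 (ENSDARG00000019566), at -0.03 (-0.06 to -0.01), and elavl3 (ENSDARG00000014420), at -0.13 (-0.17 to -0.10). In granule-like cells, cluster 4 and clusters 6 and 14, in that order, the medians were 0.20, 0.05 and 0.09 for mitochondrially encoded genes, 0.11, 0.03 and 0.11 for nuclear oxidative phosphorylation, -0.26, -0.21 and -0.11 for neurogenesis, and -0.13, 0.07 and -0.08 for glutamate receptors. The last list thus had no common direction.

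The other 7 lists lay within the middle 95% of random lists. Their medians were 0.06 for the heat shock response (percentile 86.1; 0.28 in granule-like cells), 0.09 for the unfolded protein response (95.3), -0.07 for p53 and apoptosis (25.1), -0.05 for synaptic vesicle release (21.1), -0.09 for postsynaptic scaffold and neuroligin-neurexin genes (6.93), -0.02 for signals to microglia over 5 members (57.6) and 0.02 for cytosolic ribosomal proteins (86.1).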

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

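The tests in this part were chosen after the values they bear on had been seen. With 1 library per genotype, none of the differences between classes was tested against variation between animals.

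The immediate early gene list moved in opposite directions in 2 populations of the same libraries. Its median log2 ratio was 0.70 in granule-like cells and -0.98 in clusters 6 and 14. The 13 members counted in clusters 6 and 14 summed to 1067 CPM in the control and 542 CPM in the knockout library there, and 12 of them were lower. In granule-like cells the same 13 members rose from 3621 to 5667 CPM, with a median of 0.54. Handling that raised these transcripts in all cells of the knockout library would have raised them in clusters 6 and 14 too, which the median of -0.98 argues against. Cells could also have been sorted into clusters by these genes, but clustering without the list left the same 690 cells in clusters 6 and 14 and a difference of medians of 1.71, against 1.68 with the list. Subtracting the free RNA profile widened the difference to 2.76. The share subtracted was an upper limit, so this widening may be overstated. Cluster 14 made up less of clusters 6 and 14 in the knockout library. Within cluster 6 alone the median was still -0.93, so the mix of clusters does not account for the lower list there. In granule-like cells the mix was not tested. Cluster 3, led by immediate early genes, held 250 control and 517 knockout cells. A changed mix and a rise within cells cannot be told apart in granule-like cells, since these genes also set cluster 3 apart. Handling that acted on some cell types only, the state of the animals and the genotype all remain open, since each was met by 1 library alone.

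The added sequence mCherry-NTR was lower in the knockout library in clusters 6 and 14, with a log2 ratio of -1.84, and higher in GABAergic neuron-like cells, with 1.24. Free RNA does not account for it, since granule-like cells of the control held it at 1.73 CPM while clusters 6 and 14 held it at 537 CPM. In GABAergic neuron-like cells 3 cells held 58.5% of the UMIs in the control and 72.0% in the knockout library. The share of cells with a UMI was 13.8% (8.82 to 20.1) and 15.9% (7.88 to 27.3), and after thinning 3.75% (1.39 to 7.98) and 12.7% (5.65 to 23.5). Without the 3 richest cells of each library the ratio was 0.76 (0.37 to 1.15). A few cells and a rise in many cells cannot be told apart there, since 22 and 10 cells held the UMIs. The markers that named this class also differed between the libraries, with log2 ratios from -4.82 to 0.52. Its mix of cells was not tested. In clusters 6 and 14 the 3 richest knockout cells held 31.7% of the UMIs, and the share of cells with a UMI fell from 39.6% (35.5 to 43.9) to 17.4% (11.8 to 24.3), so a few cells do not account for that difference. mCherry-NTR was among the leading genes of cluster 14, of which the knockout library had 9 cells and the control 80. Within cluster 6 alone the ratio was still -1.45 (-1.87 to -1.05), from 399 and 59 UMIs. That value goes against the mix of the clusters as the whole cause. It does not settle the matter, since the interval leaves out differences between cells. In cluster 12, with 165 and 130 UMIs of mCherry-NTR, the log2 ratio was 0.16 (-0.19 to 0.50), no difference beyond counting error. Whether the fish of both libraries carried the same transgenes is not stated in the labels, and this explanation was not tested.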

How the results depend on the processing

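No paired analysis was possible because each genotype had 1 library. Under all alternatives run, the ratios of gpr85 (-0.49 to -0.36) and of clusters 6 and 14 (-1.46 to -1.31) kept their direction and stayed within the counting interval of the main value. The intervals of gene spans come from resampling genes, and those of list medians from the random lists. Unless stated otherwise the cause of a shift was not tested.

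The granule-like ratio kept its direction but fell from 0.43 to 0.20 with 500 UMIs and 250 genes, and to 0.21 with no mitochondrial limit (0.210), doublets kept (0.208), resolution 0.5 (0.208), more variable genes (0.209), thinning before clustering (0.208) and clustering without immediate early genes (0.209), the last chosen after seeing the data. In these 7 of 10 alternatives no cluster took the place of cluster 4, whose cells had joined the granule-like class, and the values match the 0.21 of both combined. With a mitochondrial limit of 5% the ratio was 0.38. In the 3 alternatives where cluster 4 was found, its ratio lay between -2.11, with 2000 UMIs and 1000 genes, and -1.49. The original value was -1.69. For the reason given above, its size is not compared on its own. Gene ratios within cluster 4 were not computed with 500 UMIs and 250 genes, 2000 UMIs and 1000 genes, no mitochondrial limit or doublets kept, where cluster 4 was not found or had under 100 cells in a library.

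Cells kept numbered 4266 and 3503 with 500 UMIs and 250 genes, 2907 and 2495 with 2000 UMIs and 1000 genes, and 3547 and 3010 with a minimum set in each library from its deepest barcodes. With doublets kept there were 4091 control cells. The ratio of median UMIs, 1.11, became 1.06 with 2000 UMIs and 1.07 with the minimum set per library. The log2 ratio of H2B-mGL, 1.07, was 1.09 after thinning and with 2000 UMIs, and 1.104 in neurons only, shifts beyond a counting interval of 1.07 to 1.08.

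The spans of gene ratios within granule-like cells, cluster 4 and clusters 6 and 14 fell to 1.56, 1.46 and 1.49 with 5 counts added, by construction, and rose to 1.75, 1.67 and 1.74 with free RNA subtracted and to 2.42, 2.62 and 2.49 with genes of at least 20 UMIs, where counting error is larger. Over all kept cells the span was 1.59 for plain sums, 1.38 with free RNA subtracted and 1.96 with at least 50 UMIs.

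The 5 lists outside the random range stayed outside it in all 8 alternatives, of which size factors are no test, since they shift all genes of a population alike and leave percentiles and spans as they were. Subtraction of free RNA was not among these alternatives. The immediate early median was 0.32 over all kept cells. The neurogenesis median was -0.50 with 500 UMIs, -0.43 with 2000 UMIs and -0.43 with doublets kept. By that common shift neurod1 changed sign under size factors, to 0.000248, from a value close to 0. Of 306 values of named genes, 282 stayed within their interval, 23 moved and that of neurod1 was the 1 that reversed. For the other single features, 20 of 21 values stayed. Among the lists inside the random range, 52 of 56 values stayed within their interval. Over all kept cells, however, the heat shock response (0.29), signals to microglia (0.51) and cytosolic ribosomal proteins (0.15) left the random range, and with at least 20 UMIs per gene the unfolded protein response did (percentile 99.6). Ratios of genes with under 4 UMIs in a library depend on the counts added. So do ratios of genes whose count in a library fell close to 0 once free RNA was subtracted.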

Other observations

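Of the tests in this part, those on linkage to the knock-in, on free RNA for the largest gene ratios and on depth for class shares were set before the results were seen. Those on H2B-mGL, on neighbouring genes, on gpr85 in the knockout library and on clustering without immediate early genes were chosen afterwards.

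Several genes were counted in one library and nearly absent from the other, as zgc:194659 and si:dkey-71b5.3 were. The 200 genes with the largest absolute ratios in granule-like cells, all at 1.16 or more, were examined as a set. By symbol, 171 of them (85.5%) were placed on a chromosome of GRCz12tu, against 93.4% of all 10609 genes compared. The counts by location below cover placed genes only. A haplotype linked to the knock-in would place them on the chromosome of gpr85, where 6 lay, against a median of 6 (95% range 2 to 12) over 1000 random sets of like expression. Linkage therefore does not account for the placed genes as a set, though it may still account for single genes. With a median absolute ratio of 1.43, the set was mostly of genes counted in both libraries. Genes nearly absent from 1 library were not tested on their own, so linkage stays open for them. Free RNA was argued against as well, since the median absolute ratio of the set was 1.43 before and 1.56 after the free RNA profile was subtracted. Haplotypes that differ between the animals elsewhere in the genome may be a candidate explanation. They would place such genes beside each other. Of the 171 genes, 37 had another of the set within 5 compared genes, against a median of 27 (15.98 to 40.03) in random sets. The count lay within the range of random sets, so strain or family differences and an effect of genotype cannot be told apart for this set.

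H2B-mGL was higher in the knockout library in all 9 neuron classes. The ratio in granule-like cells was 1.06 before and 1.08 after subtraction of free RNA, and over all kept cells set to 1 class makeup it was 1.099, so neither free RNA nor class makeup accounts for it. A stricter gate in the sort of the knockout library is a candidate explanation. After thinning, 13.98% of control and 3.49% of knockout granule-like cells had no UMI of it, as a stricter gate would give. However, 6.47% of knockout cells, against 0.935% of control cells, lay above 66 UMIs in 1000, the 99th percentile of the control, where a gate that removed dim cells alone adds few. Fluorescence was not analysed here, so this stays open. Another candidate explanation is the number of Gal4 alleles, 2 against 1. The median fold over neuron classes was 2.08, with a range from 1.79 to 4.32. The reporter's dependence on Gal4 is not stated in the labels, and allele number, gate and library cannot be told apart with 1 library each.

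gpr85 UMIs in the knockout library could be free RNA, but free RNA would bring 5.76 CPM to granule-like cells, where 108.6 CPM were counted. Transcripts of the knock-in allele that keep the counted 3 prime end remain open. The allele's structure was not analysed here.

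The lower share of clusters 6 and 14 in the knockout library might reflect the depth of the cells kept. At minimums of 500 and 2000 UMIs its log2 ratio was -1.31 and -1.39, both within the counting interval of the original value, which argues against depth. Clustering without the immediate early genes gave -1.46, so these genes did not set the difference either. Dissection, the sort and the animals differed along with the genotype and stay open as untested explanations.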
